A study of Mus musculus with 4 samples. Its data were reported in "Dynamics of chromatin accessibility during TGF-β-induced EMT of Ras-transformed mammary gland epithelial cells" (2017).

How the data were processed

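FAIRE-seq had been carried out in EpRas cells at day 4 in 4 groups: siControl without TGF-β, siControl with TGF-β at 1 ng/ml, and TGF-β with either of 2 siRNA sets against Etv4 and Etv5. Groups were taken from the sample labels, with 1 peak list per group. The study describes biological replicates for its FAIRE-seq experiments, which may have been combined before peak calling. Each deposited list is single, so the spread between replicates could not be measured and no p-value was computed.

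The authors sequenced the libraries on an Ion Proton, trimmed the reads to a fixed length, mapped them to mm10 with bowtie2 and called peaks with MACS2 at a q-value below 0.0001. The deposited lists give for each peak a fold enrichment, which is a ratio of the summit signal to the local background made by the authors. They also give the -log10 p-value and -log10 q-value of the summit as computed by the authors, the position of the summit, and a whole-number score that the authors' caller derives from the -log10 q-value. Coordinates were read as mm10 and are printed counted from 1. All peaks of the 4 lists lay inside the assembled chromosomes of this build.

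The number of fragments at each summit (the pileup) and the local background were solved for each peak from the deposited fold enrichment, taken as the pileup plus a pseudocount of 1 over the background plus 1, and from the Poisson -log10 p-value. The pileup came out as a whole number, within 0.05, in 100% of the peaks of each library. The background of peaks above the genome-wide floor corresponded to a whole number of reads in 10 kb in 100% of cases, which fits a background taken from the library itself and not from a control library. The fragment length was taken as the shortest peak width, and the depth as the floor times an effective genome size of 1.87 Gb over that length. The depth relative to siControl with TGF-β, which does not depend on the genome size, was 0.939 in the untreated library, 1.06 with set 1 and 1.27 with set 2. On the mitochondrial chromosome the highest pileup was 256, 266, 268 and 250 in the order untreated, siControl with TGF-β, set 1 and set 2, in each case 2 times the fragment length, the ceiling where 1 read is kept per position and strand.

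The results, the tests, the named loci and most alternatives were fixed before the data were examined. The unchanged-library simulation, the random splitting of fragments, the 10 kb windows and the motif comparison at equal list length were designed after the data were seen.

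A peak of one library was shared with another if they overlapped by at least 1 bp. Gained and lost regions were those of one library without a shared peak in the other. For shares of gained regions absent with an siRNA set, not-gained regions were weighted to the same distribution over 20 bins of -log10 q-value, and 10000 random matched lists were drawn. For effects, the peaks of all libraries were merged into regions, the strongest peak of each library was kept in a region, and log2 ratios of fold enrichment were taken at regions called in all 4 libraries. Pearson r and Spearman rho were computed across regions, with intervals from 1000 bootstrap resamples.

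Since the comparisons share libraries, all overlaps and correlations were recomputed on simulated libraries in which no region changes. Each region had a single strength for all libraries, each library had 1 factor set to match its number of peaks, and the distribution of strengths in 4 classes of local background was fitted to the observed pileups. Fragments were scattered around each site with a standard deviation of 70 bp, chosen in steps of 10 bp to bring the width of simulated peaks closest to the observed width. This was done on peaks with 25 to 35 summit fragments in siControl with TGF-β, which are wider than most, with a median of 221 bp as observed and 228 bp as simulated. Widths of 50 and 90 bp were also run. The fit of the pileups was better at 90 bp than at 70 bp, with a log likelihood of -334418 against -336534, and poorest at 50 bp, with -355264. Regions called in all 4 libraries numbered 10587 as observed, and 9587 at 70 bp, 7086 at 50 bp and 10693 at 90 bp as simulated. For each width, 100 sets were simulated. The simulation leaves out the mitochondrial chromosome. To remove the counting error of a shared library, its fragments were split at random into separate parts for the 2 effects, and the r of 100 splits was averaged. The same was done for the reads of the 10 kb windows around peaks, with 1000 bootstrap resamples over windows. Unchanged windows were simulated 100 times as Poisson reads around the pooled reads of the 4 libraries, with 1 factor per library or with trends of each library in GC content and read density, and 10 splits each.

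The nearest TSS and the genes came from the GENCODE basic annotation of GRCm38, release vM21. A region was at a promoter if its middle lay within 2 kb of a TSS, and 100000 random positions gave the background. Motifs were scanned on both strands in the 500 bp around the middle of the other regions as consensus sequences: MMMGGAARY for ETS, TGASTCA for AP1, TGYGGTYW for RUNX, TTGGCNNNNNGCCAA for NF1 and TTRYGYAA for C/EBP. Each region was compared with 3 random positions matched on distance to a TSS in bins of 10 kb up to 100 kb. Loci were taken as the gene and the 50 kb upstream of its TSS. Named were Mmp13, Cdh1, Cdh2, Fn1, Esrp2, Gapdh, Etv4, Etv5, Hbb-bs and Hbb-bt. Also named were the 5 regions of highest fold enrichment among those of siControl with TGF-β absent from the other 3 libraries, and the 5 of highest fold enrichment in the untreated library among those absent with TGF-β and called with both siRNA sets.

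Alternatives were an overlap of at least 50% of the shorter peak, a q-value limit of 1e-06, the same number of peaks per library (14925, the highest -log10 q-values first), merged peaks, the -log10 p-value in place of fold enrichment, regions called in any library, regions far from a TSS, promoters within 1 kb, 200 bp windows at the summit, flanks at 5 kb, a stricter ETS consensus and no pseudocount. For the regions called in any library, a library without a call was given its lowest fold enrichment. Added after the data were seen were summit fragments scaled to the estimated depth, regions within 2 kb of a TSS, and random positions matched on GC content in bins of 2%.

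Shares carry 95% Wilson intervals. These intervals reflect the number of regions. A median summit of 21 to 23 fragments also leaves a large counting error on every single region. The recovery of fragments was tested on simulated data and found the planted pileup in 100% of 4670 simulated peaks of one library. The overlap step found 800 of the 800 planted overlaps among 2000 simulated peaks of 2 libraries. The motif scan found the planted ETS site in 300 of 300 random sequences. On simulated unchanged libraries the unchanged model gave 10803 gained regions where the simulated data held 10775. With 10% of regions raised 2-fold by TGF-β and back at the untreated level in both siRNA libraries, it gave 14354 where the simulated data held 14588, and the r of the TGF-β and set 1 effects was -0.697 in the simulated data against -0.512 in the model.

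Raw reads were not analysed here, and the 8-day FAIRE-seq, RNA-seq and ChIP-seq experiments of the study were not used. The scripts ran in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9 and pysam 0.24.0, and with bedtools 2.31.1 and samtools 1.23.1.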

Results

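FAIRE-seq, which sequences the DNA that stays free of crosslinked protein and so marks accessible chromatin, was carried out in EpRas cells, a mouse mammary epithelial cell line that carries oncogenic Ras. There were 4 libraries, all taken at day 4: cells given control siRNA (siControl) without TGF-β, siControl cells given TGF-β at 1 ng/ml, and TGF-β-treated cells given either of 2 sets of siRNAs against the ETS transcription factor genes Etv4 and Etv5. Each group held 1 list of FAIRE-positive regions and no replicates, so every comparison below is between lists, with no test of a condition. The study describes biological replicates for this experiment, and each list may combine the reads of more than 1 of them. A library here means the reads behind 1 list. The fold enrichment of each region is the authors' value, the signal at the summit over a local background, and the number of fragments at each summit was recovered from it and from the authors' p-value. The estimated depth was 15.3 M reads in siControl without TGF-β, 16.3 M reads in siControl with TGF-β, 17.3 M reads with siEtv4/5 set 1 and 20.7 M reads with siEtv4/5 set 2. The median summit held 21 fragments in the untreated library, 23 in siControl with TGF-β, and 22 with either siRNA set. Intervals given with shares are 95% Wilson intervals and cover counting error only.

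The siRNAs act on the transcripts of Etv4 and Etv5, so the accessibility of these genes does not measure the knockdown, and no RNA was measured in these libraries. The region at the Etv4 promoter was called in all 4 libraries. Its fold enrichment was 9.60 without TGF-β and 12.7 with TGF-β in siControl cells, and 10.8 with set 1 and 8.39 with set 2. The region at the Etv5 promoter was also called in all 4 libraries, with a fold enrichment of 7.76 without TGF-β, 9.12 with TGF-β, 9.44 with set 1 and 8.31 with set 2. The 50 kb upstream of and the body of the β-globin genes Hbb-bs and Hbb-bt served as a locus thought to be closed in these cells. It held 1 region in the untreated library, with a fold enrichment of 6.84, and 1 with set 1, with a fold enrichment of 7.60, and none in the other libraries.

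**Figure D1:**
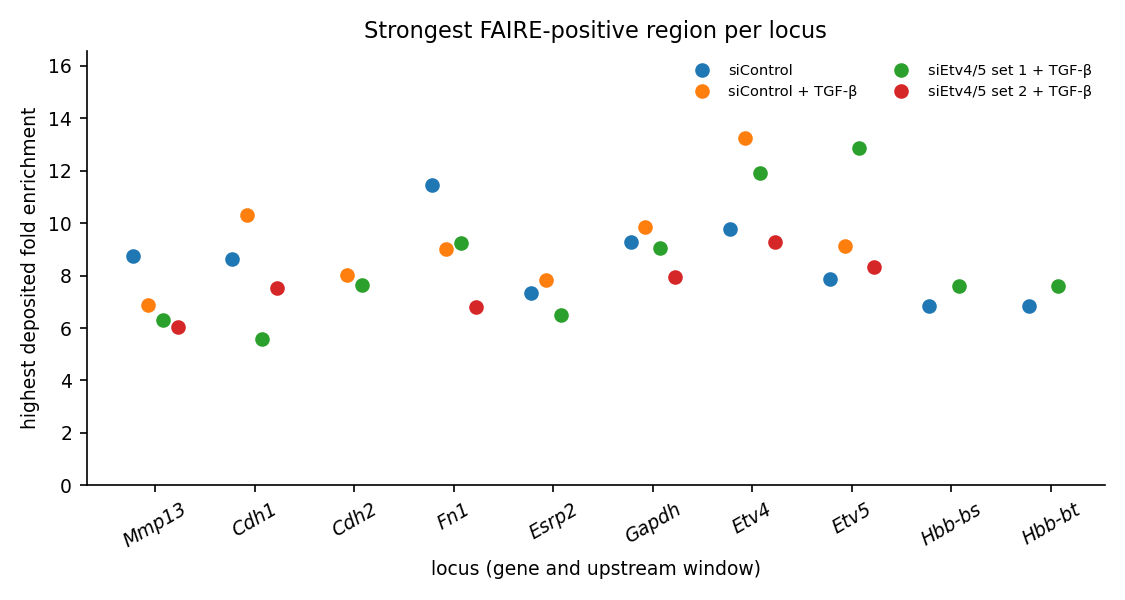
The plot shows the highest deposited fold enrichment among the regions in each gene and the 50 kb upstream of it (y axis, ratio) for 10 genes (x axis), with 1 point per library and no point where no region was called. The Etv4 points run from 9.29 with set 2 to 13.3 in siControl with TGF-β.

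The number of FAIRE-positive regions was 22247 in untreated siControl cells and 28754 in siControl cells with TGF-β. It was 22516 with set 1 and 14925 with set 2, both with TGF-β. A q-value limit 100 times stricter moved the count of set 2 most, to 14783. Median region width was 178 bp in the untreated library, 191 bp in siControl with TGF-β, 190 bp with set 1 and 175 bp with set 2. Median fold enrichment was 8.19, 8.44, 7.91 and 7.15 in the same order. The library with the fewest regions was thus the deepest, at 1.27 times the depth of siControl with TGF-β. Its median summit reached 1.06 FPM (fragments at the summit per M reads of estimated depth), against 1.41 FPM in siControl with TGF-β.

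The first comparison asked which chromatin regions opened or closed with TGF-β. Of the 28754 regions of siControl cells with TGF-β, 10629 (37.0%, 36.4 to 37.5) overlapped no region of the untreated library and are called gained. Of the 22247 untreated regions, 4095 (18.4%, 17.9 to 18.9) overlapped none of the TGF-β library and are called lost. With the 14925 regions of highest significance taken from every library, gained regions numbered 5136 and lost regions 5126, close to each other because the lists were equally long. Gained regions were weak, with a median of 20 fragments at the summit against 26 in regions shared with the untreated library. To see how many such regions arise without any change, 100 sets of 4 libraries were simulated in which every region kept its strength and the libraries differed by 1 overall factor each. The simulated libraries gave 10707 gained regions (95% of simulations between 10535 and 10913) where 10593 were observed outside the mitochondrial chromosome. They gave 4344 lost regions (4202 to 4462) where 4084 were observed. These numbers depend on the width assumed for an accessible site, set at a standard deviation of 70 bp for the fragments around it. At 90 bp the simulation gave 10444 gained regions and 3814 lost regions, so that the lost regions observed were fewer than simulated at 70 bp and more than simulated at 90 bp. The model was fitted to these same lists, with 1 factor per library set to match its number of peaks. A close match of counts, here and below, therefore does not show that no region changed. In simulated data with 10% of regions raised 2-fold by TGF-β, the unchanged model gave 14354 gained regions where 14588 were present.

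The second comparison asked which regions depended on Etv4 and Etv5 in TGF-β-treated cells. Against siControl with TGF-β, 9668 regions (33.6%, 33.1 to 34.2) were absent with set 1 and 15406 (53.6%, 53.0 to 54.2) with set 2. In the other direction, 3432 regions were called with set 1 and 1532 with set 2 but not in siControl with TGF-β. The unchanged simulation gave 10212 regions lost with set 1 where 9652 were observed and 15129 lost with set 2 where 15357 were observed. It gave 4135 gained with set 1 where 3422 were observed, and 1565 gained with set 2 where 1522 were observed. At 90 bp it gave 9991 lost and 3647 gained with set 1, and 15332 lost and 1261 gained with set 2.

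**Figure D2:**
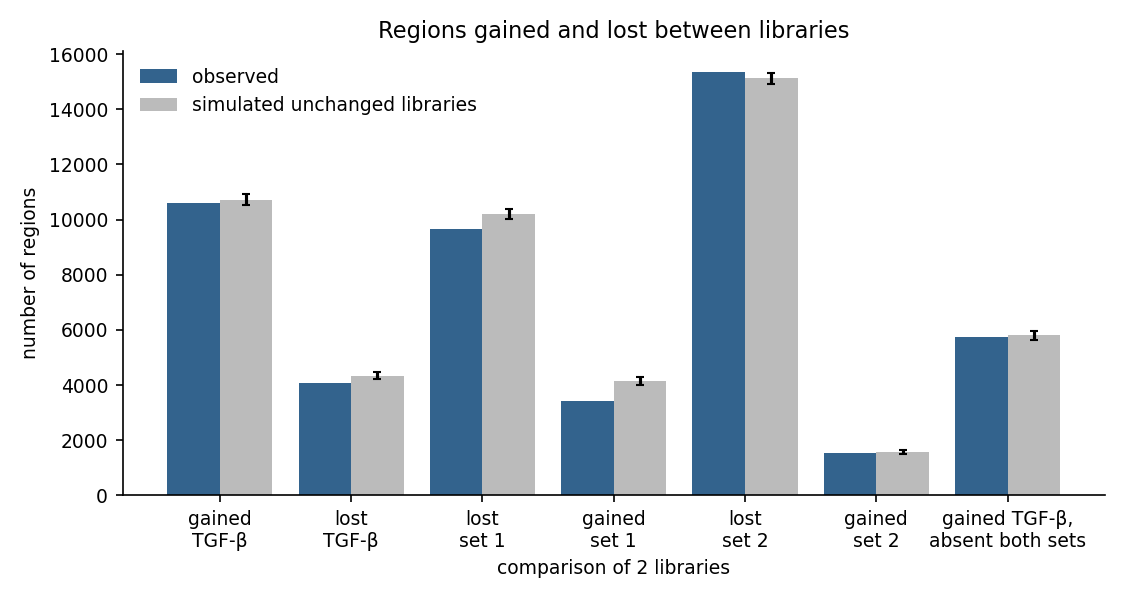
Bars give the number of regions (y axis) gained or lost between 2 libraries (x axis), as observed and as the mean of 100 simulated sets of unchanged libraries at a site width of 70 bp, with lines spanning 95% of the simulations. Observed and simulated numbers were close for regions gained with TGF-β (10593 and 10707) and differed most for regions gained with set 1 (3422 and 4135). The model was fitted to these same lists, so close numbers do not exclude change.

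The overlap of both comparisons measures how far the siRNAs undid the TGF-β pattern. Among the regions gained with TGF-β, 59.4% (58.4 to 60.3) were absent with set 1 and 81.9% (81.2 to 82.7) with set 2. With equal list lengths these shares were 54.1% and 57.4%. Among regions that were not gained, weighted to the same significance values, 32.5% were absent with set 1 and 56.2% with set 2. All 10000 random lists of not-gained regions matched on significance had fewer absent regions than the gained list, for each set. Both comparisons share the siControl library with TGF-β, however, and a region called there by chance tends to be absent from every other library. The unchanged simulation, which contains this sharing, gave 61.6% absent with set 1 (60.8 to 62.4) where 59.5% were observed and 79.3% absent with set 2 (78.6 to 80.1) where 82.1% were observed. Both sets lacked 5760 of the gained regions, and the simulation gave 5811 (5652 to 5950), or 5679 at 90 bp. The shares absent with set 1 and set 2 were 61.3% and 80.5% at 90 bp. Among the regions lost with TGF-β, 25.3% (23.99 to 26.7) were called with set 1 and 14.2% (13.2 to 15.3) with set 2. The simulation gave 32.0% and 15.1%, where 25.2% and 14.2% were observed outside the mitochondrial chromosome, and 32.4% and 13.7% at 90 bp.

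Effects on strength were compared at the 10594 regions called in all 4 libraries, as log2 ratios of fold enrichment. These correlations run across regions, which are not independent replicates. The median effect was 0.14 for TGF-β, -0.18 for set 1 and -0.40 for set 2. On the FPM scale it was 0.17, -0.26 and -0.71, and 97.2% of the regions were lower with set 2 than in siControl with TGF-β. The TGF-β effect and the set 1 effect were correlated with a Pearson r of -0.466 and a Spearman rho of -0.448. For set 2 these values were -0.500 and -0.485. The effects of set 1 and set 2 were correlated with a Pearson r of 0.526 and a Spearman rho of 0.503. The alternative that moved these most used all 35796 regions called in any library and gave an r of -0.555 between the TGF-β effect and the set 2 effect, against -0.531 (-0.583 to -0.484) in unchanged simulations. There a library without a call was given its lowest fold enrichment, so this r also reflects which regions were called. All 3 correlations share the siControl library with TGF-β. Simulated unchanged libraries, which share it too, gave an r of -0.506 for set 1 (-0.520 to -0.490), -0.522 for set 2 (-0.536 to -0.508) and 0.544 between the sets (0.531 to 0.558). On fold enrichment the 3 observed values lay closer to 0 than the simulated ones. The simulated background of a region was drawn from observed regions of its class, independently of its simulated fragments. Any link between background and fragments is therefore left out of this comparison. On the FPM scale the r between the sets was 0.555, above the simulated 0.533 (0.519 to 0.547), while the other 2 stayed closer to 0 than simulated.

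To remove the shared counting error, the summit fragments of siControl with TGF-β were split at random, so that each effect had its own part. The TGF-β and set 1 effects were then correlated with an r of 0.119, against 0.0476 in unchanged simulations (0.0243 to 0.0676). For set 2 the r was 0.0764, against 0.0390 (0.0202 to 0.0531). Between the sets it was -0.0513, against -0.0446 (-0.0626 to -0.0202). The standard deviation of the TGF-β effect on summit fragments was 0.35 across regions on the log2 scale, against 0.36 in unchanged simulations. On fold enrichment it was 0.29 against 0.36, and for set 1 it was 0.28 against 0.36, so the simulated effects varied more than the observed ones on the scale of the correlations. In simulated data in which 10% of regions were raised 2-fold by TGF-β and stood at the untreated level with both siRNA sets, over 39583 regions, the r after the split was -0.246 for set 1 and 0.250 between the sets.

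**Figure D3:**
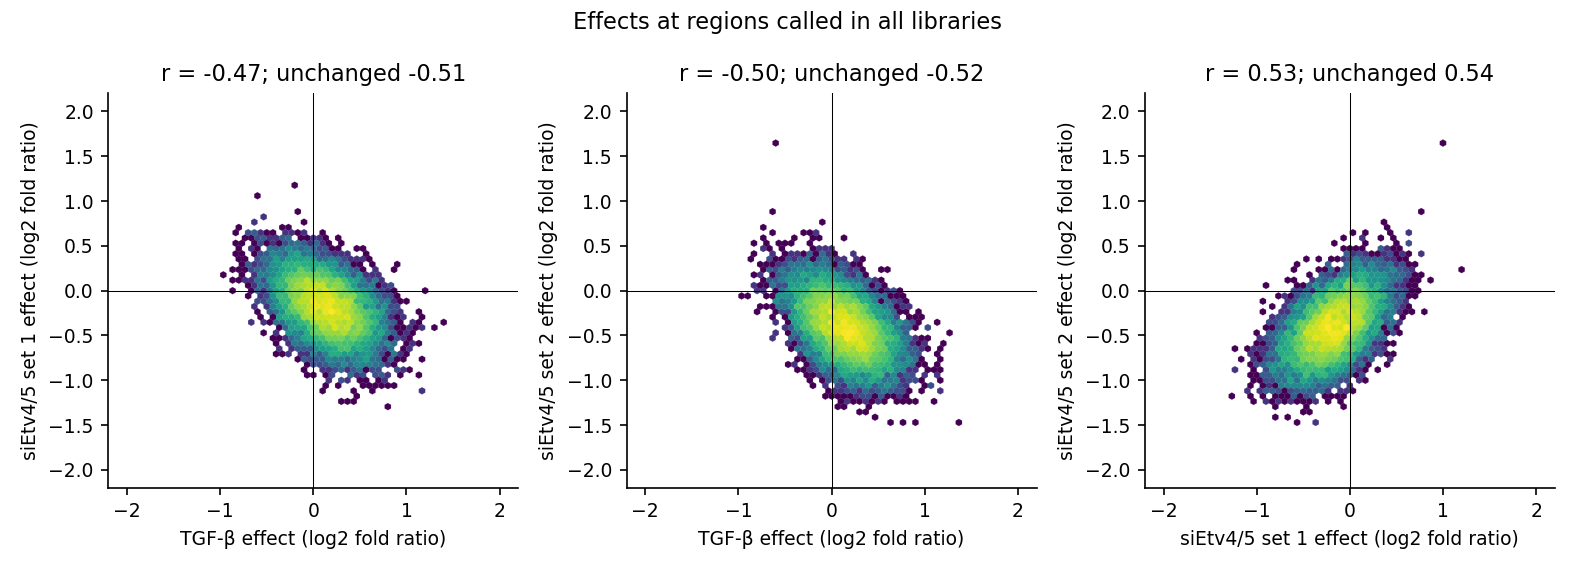
Each panel plots the log2 effects of 2 comparisons against each other at the 10594 regions called in all 4 libraries, with color giving the number of regions per cell on a log scale. The r in each title stands beside the r of simulated unchanged libraries, and the observed r was -0.466, -0.500 and 0.526 from left to right.

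The 5760 regions called in siControl with TGF-β and in no other library had a median fold enrichment of 7.42. The 5 with the highest fold enrichment (mouse genome build mm10) lay on chromosome 5 at 22597085 to 22597351, 16.0 kb from the TSS of Rpl17-ps5, with a fold enrichment of 14.9 and 35 fragments; on chromosome 7 at 109470769 to 109471022, in an intron and 22.8 kb from the TSS of Trim66, with 13.3 and 28 fragments; on chromosome 2 at 113302493 to 113302707 near Gm26505, with 12.98 and 27 fragments; on chromosome 11 at 57791276 to 57791445 near 2010001A14Rik, with 12.98 and 27 fragments; and on chromosome 3 at 52242594 to 52242753 near Olfr1398-ps1, with 12.6 and 30 fragments. With at least 35 fragments at the summit, 37 gained regions were absent with both sets. The unchanged simulation gave 17.1 such regions (9 to 25). It gave 8.65 (5 to 14) at 90 bp and 54.3 (40.5 to 67.5) at 50 bp, the width with the poorest fit. The limit of 35 was chosen after the values were seen. With at least 30 fragments, 167 such regions were observed, against 122 (103 to 141) simulated at 70 bp. The simulation gave 72.7 (58.5 to 86) of these at 90 bp and 288 (263 to 324) at 50 bp. With at least 25 fragments, 711 were observed. The simulation gave 744 (688 to 797) of these at 70 bp and 544 (495 to 593) at 90 bp.

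The opposite pattern, a region called without TGF-β, absent with TGF-β and called again with both siRNA sets, was seen at 289 regions, where the unchanged simulation gave 382 (342 to 413) at a site width of 70 bp and 292 (263 to 325) at 90 bp. The 5 with the highest fold enrichment in the untreated library lay near Shd, Vsig10, Cd82, Rfc5 and Gm8251. The region near Shd, on chromosome 17 at 55976452 to 55976626 in an exon, had a fold enrichment of 15.2 with 30 fragments. The other 4 ranged from 11.97 to 12.47 in fold enrichment, and the one near Rfc5, on chromosome 5 at 117388973 to 117389160, lay at its promoter.

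The collagenase gene Mmp13 was a locus on which the study focused. In the gene and the 50 kb upstream of it (chromosome 9, 7222514 to 7283331) there were 3 regions in the untreated library, 3 in siControl with TGF-β, 1 with set 1 and 1 with set 2. The q-value alternative left these 4 counts as they were. A region 13.8 kb upstream of the TSS was called in all 4 libraries, with a fold enrichment of 8.75 without TGF-β, 6.60 with TGF-β, 6.32 with set 1 and 6.04 with set 2. Its summit held 25, 28, 26 and 24 fragments in the same order. A region 32.3 kb upstream was called in the untreated library, with 17 fragments, and in siControl with TGF-β, with 26 fragments, and in neither siRNA library. A region 9.0 kb upstream was called in siControl with TGF-β alone, with 22 fragments, and a region at the TSS in the untreated library alone, with 14 fragments.

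At the other loci named before the data were examined, Cdh1 held 5 regions without TGF-β and 2 in each library with TGF-β. These were not the same regions in each library. The Cdh1 promoter region was called in the untreated library, with a fold enrichment of 8.10, and with set 2, with 7.39. It was not called in siControl with TGF-β or with set 1. Cdh2 held none in the untreated library and with set 2, and 2 in siControl with TGF-β and with set 1. Only the Cdh2 region 74.4 kb downstream of the TSS in siControl with TGF-β was shared with set 1. Fn1 held 2, 3, 3 and 2 regions in the order untreated, siControl with TGF-β, set 1 and set 2. Esrp2 held 2, 4, 2 and 0 in this order. Gapdh, a gene thought to be constantly active, held 3, 5, 4 and 3.

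Promoter regions, with a middle within 2 kb of an annotated TSS, made up 39.97% (39.3 to 40.6) of regions in the untreated library and 34.4% (33.9 to 34.95) in siControl with TGF-β. They made up 37.2% (36.6 to 37.8) with set 1 and 42.2% (41.4 to 43.0) with set 2. Random positions in the genome lay this close to a TSS in 8.08% of cases. At equal list length the share moved most in siControl with TGF-β, to 42.4%, and the untreated library stood at 45.8%, so the order of the libraries followed list length in part. Of the regions gained with TGF-β, 20.5% (19.7 to 21.3) were at promoters, against 42.6% (41.8 to 43.3) of the regions shared with the untreated library and 28.4% (27.1 to 29.8) of those lost. Of the siControl regions with TGF-β that both siRNA sets lacked, 23.8% (22.9 to 24.8) were at promoters, against 44.4% (43.5 to 45.3) of those called with both sets.

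Sequence motifs were counted in the 500 bp around the middle of regions farther than 2 kb from a TSS, and set against random positions matched on distance to a TSS. An ETS site lay in 25.2% (24.5 to 25.9) of such regions in the untreated library and in 25.2% (24.6 to 25.8) in siControl with TGF-β, 1.505 and 1.482 times the share in random positions. With set 1 the ratio was 1.501 (1.45 to 1.56) and with set 2 it was 1.61 (1.54 to 1.68). A stricter ETS consensus moved these ratios most, to 2.41 with set 2. An AP1 site lay in 45.6% (44.8 to 46.5) of untreated regions, 5.89 times the share in random positions, and in 51.3% (50.6 to 52.0) of siControl regions with TGF-β, 6.69 times. The AP1 ratio was 6.82 with set 1 and 6.95 with set 2. RUNX sites were 1.81 to 1.86 times as frequent as in random positions in the 4 libraries, and C/EBP sites 0.938 to 1.003 times. The C/EBP ratio depended on the comparison positions: it was 1.247 to 1.283 with random positions matched on GC content too, an alternative chosen after the data were seen, and 1.089 to 1.124 with flanks at 5 kb. NF1 sites were found in 9 to 17 regions per library, too few for a comparison.

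Among regions gained with TGF-β, 24.3% (23.4 to 25.2) held an ETS site, against 25.9% (25.1 to 26.8) of shared regions and 21.5% (20.0 to 23.0) of lost regions. An AP1 site lay in 50.4% (49.3 to 51.5) of gained and 52.0% (51.02 to 52.9) of shared regions, but in 22.8% (21.3 to 24.3) of lost regions. Shared regions with the same number of summit fragments as the gained ones held an AP1 site in 44.5% of cases, so at equal strength gained regions were higher by 5.93 points. Shared regions of the untreated library with the same number of summit fragments as the lost ones held an AP1 site in 50.4% of cases. Of the siControl regions with TGF-β that both siRNA sets lacked, 23.6% (22.6 to 24.7) held an ETS site, against 26.4% of regions of the same strength called with both sets. For AP1 sites these shares were 44.2% (43.0 to 45.4) and 50.5%. Because strength differs between lists of unequal length, motif shares were also compared between the equally long lists, in regions called in 1 library of a pair. This comparison was chosen after the data were seen. There an AP1 site lay in 55.4% of regions found with TGF-β only and 30.8% of regions found without it only, a difference of 24.7 points (22.4 to 26.9). The same difference against the untreated library was 19.8 points (17.6 to 22.01) for set 1 and 18.2 points (16.0 to 20.4) for set 2. Regions of siControl with TGF-β held AP1 sites more often than those of set 1, by 5.46 points (3.00 to 7.91), and than those of set 2, by 6.68 points (4.29 to 9.07). For ETS sites the difference between siControl with TGF-β and the untreated library was 0.443 points (-1.56 to 2.45), and with the stricter ETS consensus it was -1.19 points (-2.19 to -0.194). For siControl with TGF-β against set 1 the ETS difference was 1.05 points (-1.08 to 3.18), and -0.799 points (-1.89 to 0.292) with the stricter consensus.

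**Figure D4:**
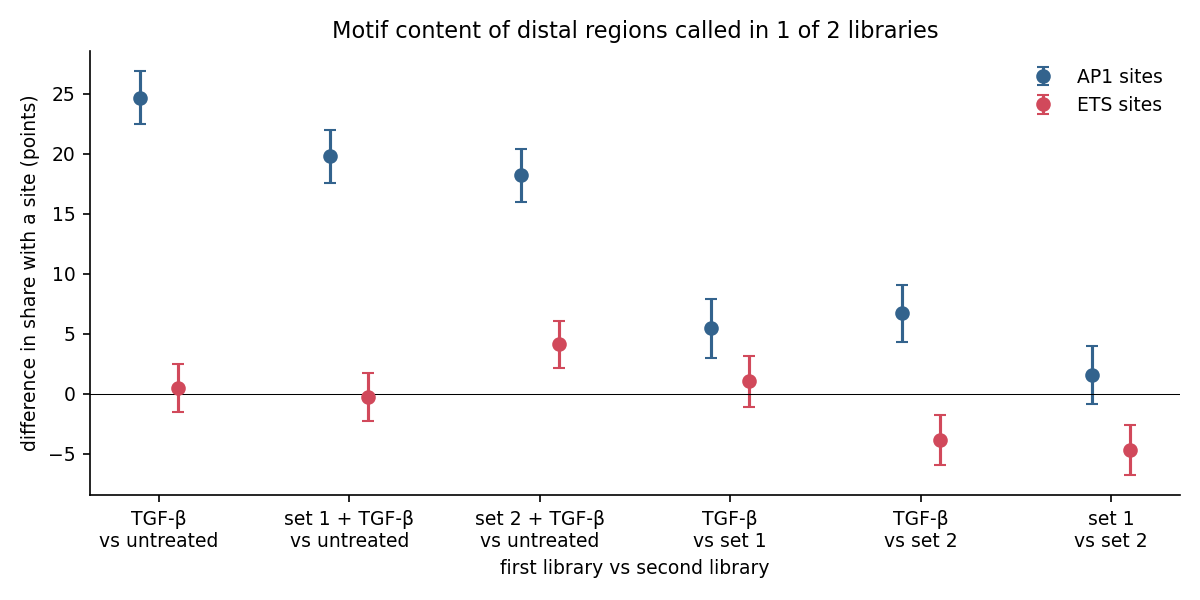
Points give the share of distal regions with an AP1 or ETS site in the first library minus that in the second (y axis, percentage points) for 6 pairs of libraries (x axis), among regions called in only 1 library of the pair at equal list length, with 95% intervals for counting error. The AP1 difference was 24.7 points for TGF-β against untreated and 1.54 points between the siRNA sets.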

Values the study reported

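In a separate experiment, with 8 days of TGF-β in place of 4, the study counted 25,384 accessible chromatin regions in EpRas cells. In that experiment it reported 9,103 regions that opened with TGF-β and 2,714 that were lost. It reported Etv4 bound to 9,284 (36.6%) and Etv5 to 5,378 (21.2%) of those accessible regions. For the knockdown libraries it reported a correlation of r = 0.51 between the effects of the pair of siRNA sets on accessibility.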

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

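The alternatives based on depth-scaled summit fragments, regions within 2 kb of a TSS and GC-matched random positions were chosen after the data were seen. No paired analysis was possible because each group had 1 peak list and no test across replicates could be run. Merging peaks changed no count, since no peaks of a library touched or overlapped, so this alternative tested nothing. The stricter q-value limit took out few peaks, leaving 28662 of 28754 in siControl with TGF-β and 14783 of 14925 with set 2. Counts of peaks per library had therefore little room to move under that limit and stayed within 1.5 times of their values. The counts of Mmp13 regions were the same under it. The gained and lost counts stayed within 1.5 times with an overlap of 50% and with the stricter limit.

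Equal list lengths changed the overlaps most. They gave 5136 regions gained with TGF-β, 4682 lost with set 1, 4988 lost with set 2 and 4927 gained with set 2. Fewer regions in the longer lists, and the equal lengths that make gains and losses alike, account for the counts by construction. The share of gained regions absent fell to 54.1% with set 1 and 57.4% with set 2, so that the difference between the sets largely went with list length. The share of lost regions called again rose to 34.3% with set 1 and 35.2% with set 2.

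The correlations kept their sign under each alternative. With regions called in any library, r was -0.489 for TGF-β and set 1, -0.555 for TGF-β and set 2 and 0.564 between the sets. Libraries without a call entered these values with their lowest fold enrichment. With depth-scaled summit fragments it was -0.443, -0.471 and 0.555. Away from promoters r for set 2 was -0.517. The cause of these changes was not tested.

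A promoter limit of 1 kb gave shares of 35.9% in the untreated library, 30.0% in siControl with TGF-β, 33.0% with set 1 and 38.5% with set 2, lower by construction. Equal list lengths gave 45.8%, 42.4% and 42.4% in the first 3 of these, because the weak regions left out were less often at promoters.

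The ETS ratio stayed above 1 in each library under each alternative. In the order untreated, siControl with TGF-β, set 1 and set 2, it was 1.903, 1.92, 1.964 and 2.06 in 200 bp at the summit, and 2.22, 1.97, 2.19 and 2.41 with the stricter consensus. Against flanks it was 1.43 in the untreated library and 1.42 in siControl with TGF-β. The cause was not tested. Without the pseudocount the pileup was a whole number in 9.70%, 11.1%, 10.2% and 9.91% of peaks, so this formula was set aside.

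Among results for region classes and other motifs, 58 others moved beyond their interval and 52 did not. The simulated number of strong regions, with at least 35 fragments, gained with TGF-β and absent with both sets, depended on the width assumed for a site. It was 17.1 at 70 bp, 8.65 at 90 bp and 54.3 at 50 bp, where 37 were observed, and the fit was poorest at 50 bp. The few fragments per summit limit what single regions can show.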

Other observations

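The tests on GC content at promoters, on regions like the distal Mmp13 region, and on GC content and read density behind the TGF-β effect kept in 10 kb windows were set out before their results were seen, and the other tests in this part were chosen after.

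The count of regions lost with TGF-β here was 4095. That is higher than the value quoted from the study above, which comes from another time point.

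Set 2 gave the fewest regions. Lower depth was argued against, since its depth was 1.27 times that of siControl with TGF-β. A lower share of fragments at accessible sites across the whole library is a candidate explanation, since 97.2% of the regions called in all 4 libraries held fewer depth-scaled summit fragments than in siControl with TGF-β. The recovery of the FAIRE step and an effect of the siRNAs cannot be told apart as its origin with 1 library per group, and set 1, aimed at the same genes, showed a median log2 shift of -0.26 against -0.71 for set 2.

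The negative correlations of the TGF-β effect with the siRNA effects, and the positive one between the sets, may come in large part from the counting error of the siControl library with TGF-β that they share. When its fragments were split between the 2 effects, r moved to 0.119 for set 1, 0.0764 for set 2 and -0.0513 between the sets. The first and second of these lay above the simulated 0.0476 and 0.0390, and none of the 3 had the sign of its unsplit correlation. These values are for summits, and the reads of 10 kb windows, given last in this part, showed a positive r between the sets after the same split. A reversal at a small number of regions stays open. The effect of TGF-β and the difference between set 1 and set 2 share no library, and their r was 0.0656, against 0.0174 in unchanged simulations.

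The regions called only in siControl with TGF-β may likewise be mostly weak regions that passed the limit in 1 library of 4, since unchanged libraries gave 5811 of them where 5760 were observed. This does not show that none of them changed. In simulated libraries of 39583 regions, 10% were raised 2-fold by TGF-β and back at the untreated level with both siRNA sets. The count was 9357 there, where the unchanged model gave 8384. With at least 35 fragments it was 346, where the unchanged model gave 39.95. Smaller changes were not simulated. Among regions with at least 35 fragments, the 37 observed exceeded the 17.1 (9 to 25) simulated at 70 bp and the 8.65 (5 to 14) at 90 bp, the widths of better fit. Strong regions were also more frequent than simulated among those lost with TGF-β, with 13 observed and 4.06 simulated at 70 bp, and among those gained with set 2, with 12 and 4.24. Among those gained with set 1, 12 were observed, and the simulation gave 12.75 at 70 bp and 5.33 (2 to 9) at 90 bp. Among those lost with set 1, 119 were observed, against 115.6 at 70 bp and 68.2 at 90 bp. Part of the excess depended on the limit. With at least 25 fragments, 711 gained regions were absent with both sets. The simulation gave 744 (688 to 797) at 70 bp and 544 (495 to 593) at 90 bp. At this limit 135 were gained with set 2, against 218 (193 to 244) at 70 bp and 109 (89.5 to 127) at 90 bp. Regions lost with TGF-β numbered 290, against 208 (179 to 234) at 70 bp and 118 (99 to 143) at 90 bp. All regions gained with TGF-β at this limit numbered 2145, against 2277 (2185 to 2363) at 70 bp and 1738 (1664 to 1826) at 90 bp. With at least 35 fragments there were 181, against 143 (120 to 168) at 70 bp and 91.8 (77 to 106) at 90 bp. At 50 bp, the width of poorest fit, more of each were simulated than observed. Change in some strong regions, and variation between libraries beyond counting error that the simulation lacks, cannot be told apart without replicates.

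The motif content of the regions is harder to attribute to counting. At equal list length, AP1 sites were more frequent by 24.7 points in regions found only with TGF-β than in those found only without it, while weak unchanged regions called by chance would be alike in both. GC content was argued against, as the difference was 24.4 points within GC bins. Background positions among the regions found only without TGF-β would lower the ETS share too. If they held motifs as random positions do, a mixture that gives the AP1 share would put the ETS share at 20.95%, and it was 24.6% (23.1 to 26.0). In the full lists the same reasoning gave 19.9% for lost regions, where 21.5% (20.0 to 23.0) was observed, closer to the mixture. Since the motif content of background positions was assumed, such positions and a true difference cannot be told apart. A difference of the single untreated library and an effect of TGF-β cannot be told apart, because only 1 library was without TGF-β. Between the siRNA libraries, both with TGF-β, the AP1 share differed by 1.54 points. Other libraries with TGF-β differed more. The share in siControl with TGF-β was higher than with set 1 by 5.46 points (3.00 to 7.91). It was higher than with set 2 by 6.68 points (4.29 to 9.07). The pattern would be consistent with more open AP1 sites after TGF-β, which stays a hypothesis.

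Against the untreated library the AP1 difference was 19.8 points with set 1 and 18.2 points with set 2, both below the 24.7 points of siControl with TGF-β. A property of the single untreated library would set it apart from every other library. These values therefore cannot tell a return of AP1 regions to the untreated state after knockdown from its absence. Compared directly, AP1 sites were more frequent in siControl with TGF-β than with set 1, by 5.46 points (3.00 to 7.91). Against set 2 the difference was 6.68 points (4.29 to 9.07). Both differences have the direction of a partial return, but they rest on the single siControl library with TGF-β. Loss of regions through their ETS sites would make ETS sites more frequent in the regions lost with the siRNAs than in those gained. For set 1 the difference was 1.05 points (-1.08 to 3.18), which leaves this open. For set 2 it was -3.83 points (-5.92 to -1.74), the opposite direction. With the stricter ETS consensus it was -0.799 points (-1.89 to 0.292) for set 1 and -2.19 points (-3.26 to -1.11) for set 2. Regions that both sets lacked held ETS sites less often than regions of the same strength called with both, in 23.6% against 26.4%, and AP1 sites less often as well, in 44.2% against 50.5%.

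At equal list length the promoter share was higher in the untreated library than in siControl with TGF-β by 3.43 points (2.30 to 4.55). Within GC bins the difference was 1.06 points, so GC content could account for most of it. GC content and a difference at promoters cannot be told apart here, since promoters are themselves rich in GC.

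The distal Mmp13 region was absent with both siRNA sets. Of 678 regions of siControl with TGF-β that were also called without TGF-β and had a like number of fragments and like background, 15.0% (12.6 to 17.9) were also absent with both. An unchanged region near the calling limit and a closing of this region by the siRNAs cannot be told apart from a single region per library. Around the proximal region, the reads in 10 kb gave a ratio of siControl with TGF-β to untreated of 1.56, with a lower bound of 1.27, so counting error alone was argued against. With set 1 and set 2 the log2 difference from the untreated library was 0.49 and 0.27, against 0.64 in siControl with TGF-β. The ratio ranked at percentile 99.6 of 9319 windows, and the locus was one of those named beforehand. Wider opening of the locus with TGF-β, or a gain in copies of it in the treated cells, may explain this, and neither was tested.

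Reads in 10 kb around regions hold more fragments than summits do. No minimum spacing was set, so windows of neighbouring regions can share reads. The resampling and the simulation treated windows as independent, so the intervals may be too narrow. Across 9319 such windows, the effect of TGF-β in siControl cells and its effect in cells with set 1, both against untreated and with the untreated reads split, were correlated with an r of 0.239 (0.220 to 0.260). For set 2 the r was 0.183 (0.164 to 0.204). Unchanged windows simulated with 1 factor per library gave -0.00533 (-0.0245 to 0.0112) and -0.00641 (-0.0237 to 0.00648), and with trends in GC content and read density 0.00319 (-0.00954 to 0.0153) and -0.0297 (-0.0432 to -0.0147). Since the split leaves no shared counts between the effects, counting error of the untreated library was argued against by the observed values. After removal of trends with GC content and read density the r was 0.235 for set 1 and 0.202 for set 2, against -0.00757 (-0.0202 to 0.00605) and -0.00876 (-0.0215 to 0.00634) simulated with trends, which argued against those trends as the cause. A part of the TGF-β effect that is kept after knockdown, or a property of the single untreated library other than these, may explain the pattern. Reversal by the siRNAs, tested with the siControl reads with TGF-β split, gave an r of -0.0121 (-0.0332 to 0.00777) for set 1 and -0.0508 (-0.0727 to -0.0311) for set 2. A weak reversal and none cannot be told apart for set 1, whose interval includes 0. For set 2 the value after removal of the same trends was -0.0248 (-0.0474 to -0.00463). Unchanged windows simulated with these trends gave -0.0332 (-0.0437 to -0.0196) for set 2 before their removal and 0.00546 (-0.00652 to 0.0206) after it. With 1 factor per library they gave 0.00416 (-0.0131 to 0.0214) before and 0.00406 (-0.0131 to 0.0214) after. The observed interval before removal lay below the range of the second model but overlapped that of the first, and the interval after removal overlapped both, so a weak reversal by set 2 and none cannot be told apart either. What counts as a reversal was revised more than once after the correlations were seen, and last, before the simulation was run, to intervals below the range simulated with trends, both before and after their removal.

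The effects of set 1 and set 2 on these windows, with the siControl reads with TGF-β split, were correlated with an r of 0.252 (0.232 to 0.271), against -0.00400 (-0.0177 to 0.0111) in unchanged windows simulated with 1 factor per library and 0.0332 (0.0157 to 0.0494) with trends. Counting error of the shared library was argued against by this value, and trends with GC content and read density were argued against by an r of 0.233 (0.212 to 0.253) after their removal, against -0.00732 (-0.0255 to 0.0102) simulated with trends. A change that both siRNA sets share, or a property of the single siControl library with TGF-β, may explain it, and with 1 such library neither was tested further.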
